A study of Homo sapiens with 6 samples. Its data were reported in "ORC1 binds to cis-transcribed RNAs for efficient activation of replication origins" (2023).

How the data were processed

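Native RNA immunoprecipitation followed by sequencing (RIP-seq) was carried out on nuclei of untreated HCT116 cells, a human colorectal cancer cell line. RIP-seq pulls a protein out of a lysate with an antibody and sequences the RNA that comes with it. The protein here was ORC1, a subunit of the origin recognition complex that marks the sites where DNA replication starts. The 6 libraries were 3 inputs, taken from nuclear lysate without antibody, and 3 immunoprecipitates with an anti-ORC1 antibody (ORC1 IP). The labels assign each input and ORC1 IP to RIP replicate 1, 2 or 3, so that an input and an IP with the same number belong to the same RIP experiment.

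According to the methods of the study, nuclear lysate of asynchronous cells was dounced, sonicated and pre-cleared, RNA was treated with DNase after immunoprecipitation, and libraries of ribosome-depleted total RNA were prepared with a stranded kit. The authors trimmed reads with Trimmomatic, aligned them with STAR to the hg19 genome with Ensembl genes, removed reads on GL contigs, counted reads per gene with featureCounts and ran DESeq2 with input as the reference. How reads that match several genes were counted, and whether the strand was used, is not given in the sources used here. Genes that overlap on opposite strands and genes with near-identical copies therefore have uncertain counts.

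The deposited values per library are a signal made by the authors, gene counts divided by 1 size factor per library. Every value of a library was a whole multiple of its smallest nonzero value within a tolerance of 0.001, which held for 100% of the values in each library, so whole reads were recovered for all 23013 genes. The recovered size factors and median-of-ratios factors recomputed from the reads differed by at most 3e-15. The authors' deposited table also holds log2 fold changes of ORC1 IP over input with their standard errors, a Wald score (the test statistic), and p-values with adjusted p-values. The adjusted p was missing for 4025 genes of the authors' deposited table and the p-value for 9. A DESeq2 fit to the recovered reads differed from the log2 fold changes of the authors' deposited table by at most 7.56e-05.

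From the deposited values, log2(normalised count + 1) was computed for the 16513 genes with a mean normalised count of at least 10 over the 6 libraries. Differences between ORC1 IP and input were tested with limma (moderated test with an intensity trend, 3 libraries against 3, no block) and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. Fold changes are differences of mean log2(normalised count + 1). The added 1 understates changes of low genes. A difference of mean logs can also exceed the log ratio of the means where low counts vary between libraries. The threshold of the study, a log2 fold change over 1 with an unadjusted p under 0.05, was counted on the same fit in both directions. Per-replicate enrichment was the log2 value of an ORC1 IP minus that of the input with the same number. Shares of counts were compared with two-sided exact permutation tests, whose smallest p for 3 against 3 is 0.1. Gene families defined by symbol were tested with camera at a preset inter-gene correlation of 0.01 and with fry. Under alternative settings, camera was run on the test statistics of each fit, not on their ranks.

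Gene length, the length and GC content of the longest transcript and its sequence came from GENCODE v44 (GRCh38), matched by Ensembl gene identifier only, since no annotation of hg19 was used here. Of the tested genes, 16062 (97.3%) had a match. All coordinates are those of GENCODE v44 on GRCh38. For the sequence AAGAAGAAGA, 10000 random gene lists were drawn with the same number of genes in each combination of transcript length decile and GC decile. Genes are not independent replicates, so correlations across genes carry no p-value.

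The pairing given by the labels was checked by correlating the deviations of same-numbered libraries from their group means across genes, which gave -0.322, -0.240 and 0.215 for replicates 1, 2 and 3. Input 1 correlated more with ORC1 IP 2 (0.941) than with ORC1 IP 1 (0.918), and input 2 more with ORC1 IP 1 (0.909) than with ORC1 IP 2 (0.879). Yet input 1 was the closest input to each ORC1 IP, so ORC1 IP 1 lay nearer to input 1 (0.918) than to input 2 (0.909). The library titles also give the input and IP of each pair a common number. The correlations thus leave it in doubt, without settling it, whether the numbers of inputs 1 and 2 are right. All values per replicate rest on these numbers, as does the rule that named genes changed the same way in each replicate, whereas the limma test without the block does not use them. The replicate number was used as a block in an alternative fit. Libraries of a group were no repeats of each other: a chi-square test on genes with at least 20 recovered reads in a pair gave chi-square values of 49.5 to 676 per degree of freedom.

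The groups, the tests and the following alternatives were fixed before the data were examined, apart from values of enriched genes that a supplementary table of the study shows: pseudocounts of 0.5 and 5, no filter and a filter at a mean of 50, scaling by total count, TMM and upper quartile, edgeR and DESeq2 on recovered reads, the authors' deposited table, a replicate block in limma and edgeR, limma without the trend, and each library left out in turn. DESeq2 with the block, and a correction that removed natural splines (5 degrees of freedom) of GC content, or of GC content and log2 transcript length, from each library, were added after the data were seen. Genes named in the text were fixed beforehand as the 5 largest positive and 5 largest negative log2 fold changes among genes past the threshold that changed the same way in all 3 replicates and had a symbol, the loci that the study treats singly (CEP95, DDX5, HSP90AA1, PABPC1, NFAT5 and NEAT1), its RT-qPCR genes with MALAT1 and CEP290, and ORC1 to ORC6. Other genes named in the text were chosen after their values were seen.

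The limma procedure was tested on simulated counts for the 16513 genes, with means, library sizes and dispersions taken from these libraries. Of 200 genes changed by known fold changes it recovered 68.5%, and 1.44% of its calls were false. In a simulation with no changed gene, limma and edgeR called 0 genes. Computation used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.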

Results

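To identify RNAs that come down with ORC1 in the nucleus, the study compared ORC1 IP libraries with inputs of nuclear RNA from HCT116 cells. The data comprised 3 input and 3 ORC1 IP libraries, with values for 23013 genes. Recovered reads on genes numbered 17248924, 13703033 and 16437641 in inputs 1, 2 and 3, and 26213138, 25134156 and 36008733 in ORC1 IPs 1, 2 and 3. The ORC1 IP libraries were thus deeper, although the difference reached only the smallest p that 3 against 3 allows (two-sided exact permutation test, p = 0.1, n = 3). The study states that its control IgG recovered no detectable RNA. The files hold no library from a control antibody, so background per gene could not be measured here.

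The first question was how far the 3 RIP replicates gave the same enrichment. In a principal component analysis of the 6 libraries, the first component held 45.4% of the variance and separated inputs, at -75.1 to -27.3, from ORC1 IPs, at 21.7 to 79.1. The second component held 29.7% and set ORC1 IP replicate 2, at 98.9, apart from ORC1 IPs 1 and 3, at -50.6 and -18.6. Across 16513 genes, the log2 IP/input of replicates 1 and 3 correlated with a Spearman rho of 0.526, and that of replicates 2 and 3 with a rho of 0.376. Replicates 1 and 2 shared no order, with a rho of -0.0550 and the same sign in 47.4% of genes. Corresponding Pearson correlations were 0.557, 0.426 and -0.0148. Among the alternatives for all genes, the largest move was to a rho of 0.629 for replicates 1 and 3 after a correction for GC content. Among the 4592 genes with a mean of at least 1000, the rhos were 0.0554, 0.680 and 0.398 for replicates 1 and 2, 1 and 3, and 2 and 3. These per-replicate values rest on the pairing of inputs and IPs by the labels. Under the 5 other pairings the rho of replicates 1 and 2 lay between 0.141 and 0.456, so their lack of a shared order holds only if the numbers of the inputs are right. Input replicate 1 correlated more closely with ORC1 IP replicate 2 (Pearson r 0.941 across genes) than ORC1 IPs 1 and 3 did (0.902 and 0.920), and as closely with ORC1 IP replicate 3 (0.943).

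**Figure D1:**
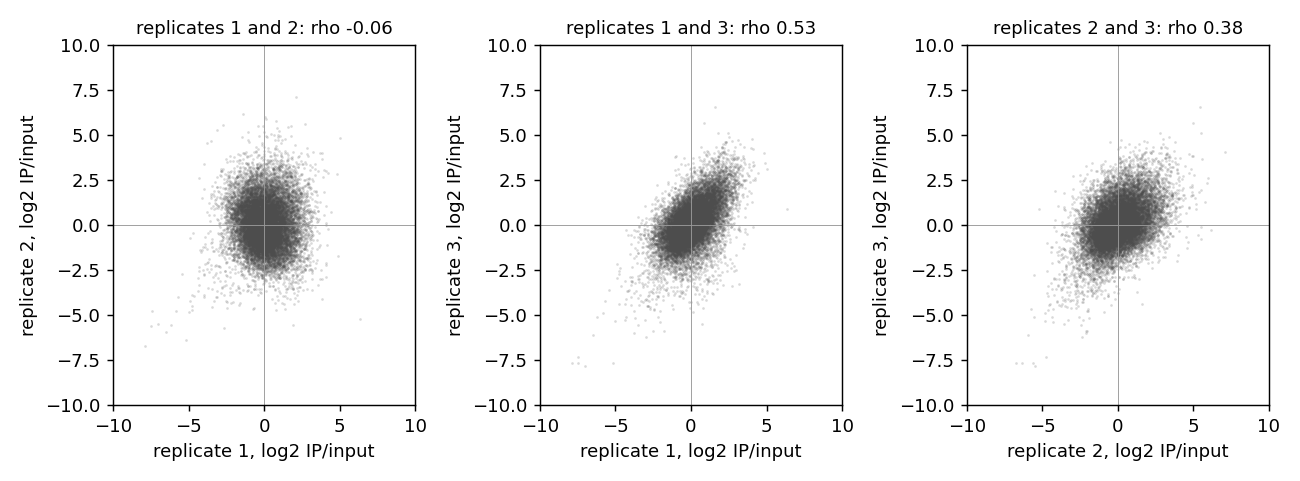
Log2 IP/input of each gene in one RIP replicate (x axis) against another (y axis), 1 point per gene for 16513 genes. Replicates 1 and 3 follow each other (rho 0.526), replicates 2 and 3 less so (0.376), and replicates 1 and 2 form a round cloud (-0.0550) apart from a tail of strongly depleted genes at the lower left.

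Next, genes that differed between ORC1 IP and input were counted. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 376 genes were higher and 234 were lower in the ORC1 IP, and 3575 genes had an unadjusted p under 0.05. This count rested on single libraries. Without ORC1 IP replicate 2 it rose to 1965 higher and 1053 lower genes. Leaving out input replicate 2 gave 48 and 39, leaving out input replicate 3 gave 6 and 23, leaving out ORC1 IP replicate 1 gave 196 and 119, and leaving out ORC1 IP replicate 3 gave 24 and 23. Leaving out input replicate 1 gave 403 and 165. Of the processing alternatives, scaling by total count reduced the higher genes most among the planned ones, to 87, with 96 lower genes. That scaling moved the median log2 fold change of all tested genes from 0.01 to -0.19 and the share of higher calls from 61.6% to 47.5%. In the authors' deposited table, 1254 genes were higher and 677 lower at an adjusted p under 0.05. The edgeR test on recovered reads called 425 higher and 216 lower genes. After a correction for GC content and transcript length, 118 and 66 genes were called.

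By the threshold of the study, 1801 genes had a log2 fold change over 1 with an unadjusted p under 0.05 (limma), and 1198 genes passed it in the other direction. The same threshold gave 2489 and 1495 genes in the authors' deposited table. The positive count is not the one that the study gives for this threshold. The methods of the study place its list of RIP RNAs on a GENCODE annotation of hg38, and whether this accounts for the difference was not tested. Scaling by total count moved these limma counts to 1096 and 1540, so that more genes passed in the negative direction. Without ORC1 IP replicate 2 the counts were 2586 and 1628, and without input replicate 3 they were 1100 and 752.

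The 5 largest negative fold changes belonged to short structural RNAs. RN7SL4P (ENSG00000263740), a 7SL RNA pseudogene of 295 nt on chromosome 3 (15738515 to 15738809, plus strand), fell from 1115 ± 273 to 6.01 ± 3.93 normalised counts (SD, n = 3), a log2 fold change of -7.43 ± 0.49 (SE; limma adjusted p = 2.97e-05). RN7SL1 (ENSG00000258486), RN7SL3 (ENSG00000266037) and RN7SL2 (ENSG00000265150), which encode or resemble the RNA of the signal recognition particle, had log2 fold changes of -6.91, -6.77 and -6.50, and RN7SL1 fell from 102625 ± 25917 to 1144 ± 1110 normalised counts (SD, n = 3). The identifiers of these 3 genes had no match in GENCODE v44, and no coordinates are given. RPPH1 (ENSG00000259001), the RNA component of RNase P, lies on chromosome 14 (20343048 to 20343685, minus strand), where GENCODE v44 annotates a lncRNA, and had a log2 fold change of -6.39 ± 0.68 (SE; limma adjusted p = 0.00113). All 5 were lower in each of the 3 replicates. RN7SL4P shared 58.1% of its 50-base stretches with transcripts of other genes, so reads cannot be assigned to single 7SL copies with certainty. Together, 7SL genes, 7SK, RMRP and RPPH1 held 5.13% ± 0.958 of the counts in inputs and 0.402% ± 0.506 in ORC1 IPs (SD, n = 3; two-sided exact permutation test, p = 0.1, the smallest possible). Most of this share came from RMRP and 7SK (RN7SK), with 496062 and 230548 normalised counts on average in inputs, which were lower in each replicate but did not pass (limma adjusted p of 0.131 and 0.158, and of 0.454 and 0.402 with the replicate block). In the authors' deposited table both passed, with adjusted p-values of 4.26e-09 and 0.00399. The mean share in ORC1 IPs was 0.113% without ORC1 IP replicate 2.

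The 5 largest positive fold changes were those of NPIPP1 (4.51), CCDC146 (4.42), NPIPB11 (4.32), NPIPA5 (4.13) and AGAP7. CCDC146 (ENSG00000135205), a protein-coding gene on chromosome 7 (77122434 to 77329533, plus strand), rose from 21.6 ± 21.6 to 352 ± 192 normalised counts (SD, n = 3), with an SE of 0.74 and a limma adjusted p of 0.0113. NPIPP1 (ENSG00000188599), an unprocessed pseudogene on chromosome 16 (15104330 to 15123498, minus strand), rose from 12.5 ± 17.7 to 146 ± 86.6 (SD, n = 3; limma adjusted p = 0.0313), and its adjusted p was 0.118 in the authors' deposited table. NPIPB11 (ENSG00000254206, chromosome 16, 29381310 to 29406711, minus strand) and NPIPA5 (ENSG00000183793, chromosome 16, 15363628 to 15381047, minus strand) had input means of 0.390 ± 0.676 and 3.17 ± 5.48 normalised counts (SD, n = 3), so their fold changes depend on the pseudocount. The NPIP genes are near-identical copies: NPIPP1, NPIPA5 and NPIPB11 shared 100%, 88.1% and 64.1% of their 50-base stretches with transcripts of other genes, and their single values are uncertain. AGAP7 (ENSG00000204169) belongs to a multigene family as well, rose from 1.09 ± 1.06 to 31.3 ± 14.6 normalised counts (SD, n = 3; limma adjusted p = 0.0137), and its identifier had no match in GENCODE v44. Leaving out input replicate 3 moved the limma adjusted p of CCDC146 to 0.0735 and that of AGAP7 to 0.0813, and leaving out ORC1 IP replicate 3 moved all 5 above 0.05 (0.0514 for NPIPB11 to 0.0865 for NPIPA5). Without input replicate 2 or 3, NPIPP1 (0.0701 and 0.156) and NPIPA5 (0.0816 and 0.196) lost their calls.

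The study assayed 7 enriched RNAs by RT-qPCR after native RIP, with HPRT1, GAPDH and ORC2 as a low set. All 7 were higher in each of the 3 replicates, with log2 fold changes from 2.95 for KMT2C to 3.58 for CENPE. CENPE (ENSG00000138778, chromosome 4, 103105349 to 103198445, minus strand) rose from 680 ± 519 to 6631 ± 979 normalised counts (SD, n = 3), a log2 fold change of 3.58 ± 0.52 (SE; limma adjusted p = 0.00802). WDR52, named CFAP44 in GENCODE v44 (ENSG00000206530, chromosome 3, 113286930 to 113441610, minus strand), rose from 60.1 ± 23.7 to 575 ± 89.3 (SD, n = 3) and had the smallest limma adjusted p of the list, 0.00398. CEP152, VPS13A and PMFBP1 had log2 fold changes of 3.28, 3.18 and 3.28. MKI67 (log2 fold change 3.35 ± 1.07, SE) missed the threshold over all genes (limma adjusted p = 0.0976), with 1.85 in replicate 2 against 3.94 and 4.25 in replicates 1 and 3, and passed without ORC1 IP replicate 2 (0.000772). It also passed with total count scaling (0.0246), in limma without the trend (0.0429), in DESeq2 with the replicate block (1.49e-07) and in the authors' deposited table (2.15e-07). Among the settings in which MKI67 did not pass were edgeR (0.0718) and the replicate block in limma (0.302) and edgeR (0.328). The correction for GC content and transcript length (0.121) was another. Adjusted over the list alone, 7 of the 10 genes were called higher, and 6 were when adjusted over all genes. With the replicate block, the count adjusted over the list alone was 6. Without input replicate 3, the count over all genes fell to 3, with CENPE, KMT2C and VPS13A lost. The 7 genes were in the list of enriched RNAs that the study drew from these libraries, so the count over the list alone is not independent evidence. In the low set, HPRT1 (-0.21) and ORC2 (-0.06) were unmoved within their errors, and GAPDH was lower in each replicate without passing the threshold (-1.55 ± 0.81, SE; limma adjusted p = 0.291), whereas its adjusted p was 0.00908 in the authors' deposited table. CEP290 had a log2 fold change of 3.54 ± 0.47 (SE; limma adjusted p = 0.00477), and MALAT1 one of 0.37 ± 1.02, with 1.71 in replicate 2 and -0.25 and -0.36 in replicates 1 and 3.

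Of the loci that the study examined singly, CEP95 (ENSG00000258890, chromosome 17, 64506865 to 64542461, plus strand) was called, with 837 ± 293 normalised counts in inputs and 4046 ± 2030 in ORC1 IPs (SD, n = 3) and a log2 fold change of 2.21 ± 0.44 (SE; limma adjusted p = 0.0228). It lost the call without input replicate 2 (0.106), input replicate 3 (0.203) or ORC1 IP replicate 3 (0.0696). DDX5 overlaps CEP95 on the opposite strand (ENSG00000108654, chromosome 17, 64498254 to 64508199), which leaves the reads of the overlap uncertain, and had a log2 fold change of 1.01 ± 0.75 (SE; limma adjusted p = 0.471). HSP90AA1 (ENSG00000080824, chromosome 14, 102080742 to 102139699, minus strand) had log2 IP/input values of 2.94 and 2.91 in replicates 1 and 3 but -0.50 in replicate 2, and a mean of 1.78 ± 1.42 (SE; limma adjusted p = 0.505). These calls depended on ORC1 IP replicate 2. Without it, HSP90AA1 reached 2.93 (0.00277), DDX5 1.49 (0.0231) and NEAT1 -1.13 (0.0343). NFAT5 passed as well (0.0276) although its fold change fell to 1.36, and PABPC1 fell to 1.34 and did not pass (0.0522). With all libraries, NFAT5 (1.55, limma adjusted p = 0.121), PABPC1 (1.56, 0.333) and NEAT1 (-0.63, 0.488) did not pass. In the authors' deposited table, HSP90AA1, PABPC1 and NFAT5 had adjusted p-values of 0.00583, 0.00572 and 0.00847. In DESeq2 with the replicate block, HSP90AA1 did not pass (adjusted p = 0.499), whereas PABPC1 (0.0221) and NFAT5 (0.0107) did. Of the RNAs of the ORC subunits, none passed in limma. ORC3 was the highest at 1.10 ± 0.41 (SE; limma adjusted p = 0.145), higher in 3 of 3 replicates, and passed without ORC1 IP replicate 2 (0.0186). ORC1, ORC2, ORC4, ORC5 and ORC6 lay between -0.48 and 0.33.

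**Figure D2:**
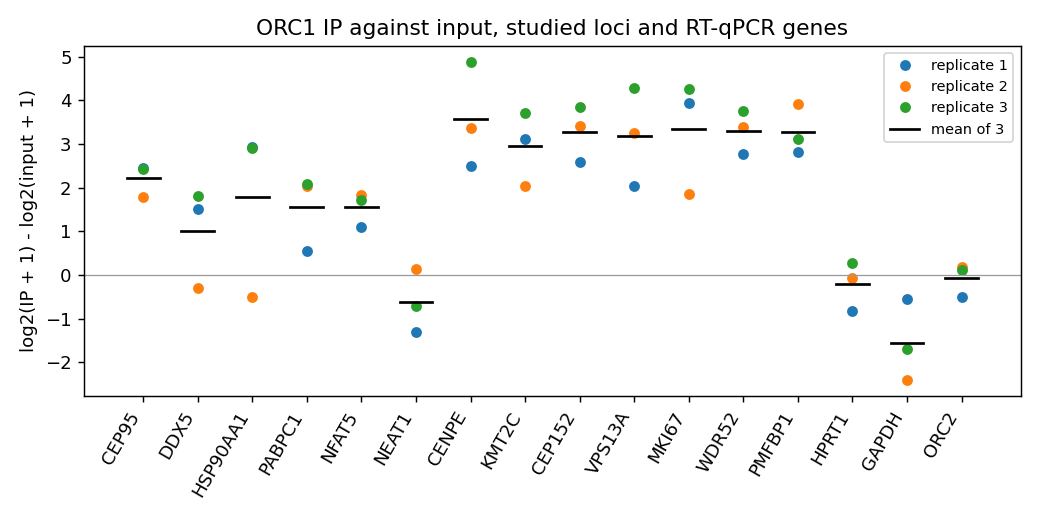
Log2(IP + 1) minus log2(input + 1) of normalised counts for the loci studied singly and the RT-qPCR genes, where dots are the 3 RIP replicates and bars their means. The 7 assayed RNAs from CENPE to PMFBP1 are above 0 in all 3 replicates, whereas DDX5 and HSP90AA1 are below 0 in replicate 2 only.

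Gene families fixed by symbol were then tested. Replication-dependent histone genes had a median log2 fold change of -1.82 (49 genes, 0 of them positive), with replicate medians of -0.12, -3.13 and -2.49. The snoRNA family had a median of -1.66 (66 genes, 1 positive), which shrank to -0.33 after the correction for GC content and transcript length and to -0.96 without ORC1 IP replicate 3. Ribosomal protein genes had a median of -0.71 (81 genes, 17 positive), or -0.42 without ORC1 IP replicate 3. Zinc finger genes had a median of 0.43 (385 genes, 287 positive), which fell to 0.22 with total count scaling and also after the correction for GC content and transcript length, and CEP and CENP genes one of 1.05 (54 genes, 42 positive), with replicate medians of 0.96, 0.86 and 1.33 for the latter. These 5 families passed in camera with the preset correlation (adjusted p of 1.25e-23, 1.57e-20, 2.42e-07, 3.5e-07 and 1.16e-08 in the order given) and kept their direction under the 3 other scalings. With an estimated inter-gene correlation none of the 6 families passed (smallest adjusted p = 0.199), and in fry only the zinc finger and the CEP and CENP families did (0.0477 each), which they did not with the replicate block (0.0915 each). Of single genes, 19 histone, 12 snoRNA and 2 ribosomal protein genes were called lower, and 13 zinc finger and 14 CEP or CENP genes higher. When adjusted over the list alone, the counts were 35, 27, 8, 25 and 27, with 2 further CEP or CENP genes lower. CEP and CENP genes had been noted in the list of enriched RNAs of the study and are not independent evidence. Genes of the mitochondrial genome (22 genes) did not pass in camera (adjusted p = 0.338): their median was 2.62 in replicate 2 and -1.51 and -1.69 in replicates 1 and 3. Their overall median of -0.15 changed sign in edgeR (1.05), and without ORC1 IP replicate 2 it was -1.31 and passed in camera (adjusted p = 1.53e-08).

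The share of counts in the most abundant genes was compared because it enters the scaling by total count. The top 10 genes held 9.31% ± 0.674 of normalised counts in inputs and 8.45% ± 0.838 in ORC1 IPs, and the top 100 genes held 22.0% ± 2.23 and 23.4% ± 5.33 (SD, n = 3). Neither difference could be separated from the spread between replicates (two-sided exact permutation tests, p = 0.2 and 0.7, with a smallest possible p of 0.1). Without ORC1 IP replicate 2 the difference for the top 100 genes was 4.33 percentage points, and without ORC1 IP replicate 1 it was -0.813. The most abundant gene was RMRP in inputs 1 and 2, MT-RNR2 in input 3 and ORC1 IP 2, HSP90AB1 in ORC1 IP 1 and AHNAK in ORC1 IP 3.

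The study compared length and expression of enriched RNAs with those of control genes. Across genes, log2 IP/input rose with the length of the longest transcript in each replicate (Spearman rho 0.156, 0.155 and 0.437 in replicates 1, 2 and 3) and with gene length (0.0863, 0.189 and 0.402). The relation with GC content was 0.135, -0.218 and -0.326, so its sign differed between replicates. The relation with the input level of the other 2 replicates was 0.0682, -0.304 and 0.0648. Partial rank correlations, given the other 2 features, were 0.178, 0.256 and 0.402 for transcript length, 0.171, -0.174 and -0.264 for GC content, and 0.00176, -0.380 and -0.0863 for input level. Using the median transcript of a gene moved the mean rho with transcript length most, from 0.249 ± 0.162 to 0.146 ± 0.0805 (SD, n = 3). Libraries of one group also differed along these features. Input replicate 1 minus the mean of the other inputs had a rho of -0.516 with GC content, and input replicate 3 one of 0.511. Genes called higher had a median transcript length of 5686 nt and a median GC content of 42.2%, against 3280 nt and 48.2% for genes not called and 687 nt and 52.7% for genes called lower. Their median normalised count in inputs was 222, against 335 for genes not called and 812 for genes called lower. The calls were made on the difference from these same inputs, so a low input favours a call as higher. This order therefore cannot be set against the higher expression that the study describes from other expression data. Among genes matched to GENCODE v44, protein-coding genes made up 85.2% of the 365 called higher, 78.3% of the 15484 not called and 47.4% of the 213 called lower.

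**Figure D3:**
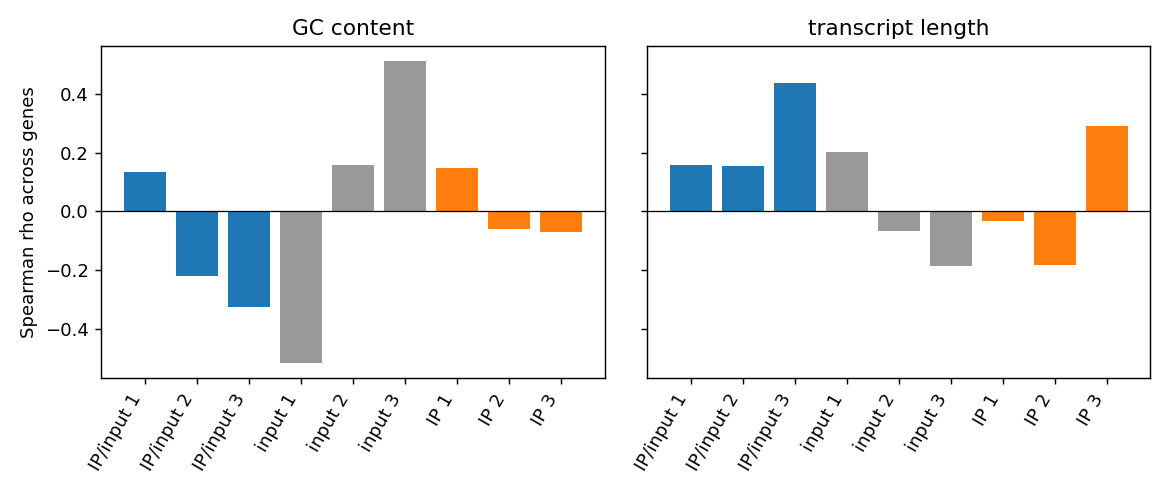
Spearman rho across genes with GC content (left) and length (right) of the longest transcript, for log2 IP/input of each RIP replicate (blue) and for each input (grey) and ORC1 IP (orange) minus the mean of the other libraries of its group. For GC content, inputs 1 and 3 reach -0.516 and 0.511, beyond any of the IP/input values; for length, all 3 IP/input values are positive.

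The study described tandem GAA repeats in enriched RNAs. The sequence AAGAAGAAGA occurred in the longest transcript of 76 of 365 genes called higher (20.8%). Random lists matched on transcript length and GC content held it in 9.04% of genes (median; central 95% from 6.30% to 12.1%), and none of the 10000 lists reached the observed share (one-sided matched-list permutation test, p = 1e-04, the smallest possible). A p from matched lists rests on drawing genes, which are not independent, and does not measure the spread between libraries. The control TTCTTCTTCT occurred in 3.29% of genes called higher against 3.01% in matched lists (matched-list permutation test, p = 0.39). Among genes called lower, AAGAAGAAGA occurred in 0.469% against 1.88%. Genes past the threshold of the study held it in 17.3% against 7.98%. The 15-base sequence GAAGAAGAAGAAGAA was rarer, at 2.74% against 0.548% (matched-list permutation test, p = 3e-04), which was the smallest excess in percentage points among the alternatives but a larger ratio than for AAGAAGAAGA. The excess over matched lists was 11.8 percentage points, and 12.5 for protein-coding genes alone. Of 120 sequences made of 7 A and 3 G, 13 exceeded matched lists by a ratio at least as large as that of AAGAAGAAGA, itself included. Another register of the same repeat, AGAAGAAGAA, had rank 51 and a ratio of 1.88. The register GAAGAAGAAG has a different base composition and was not tested.

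**Figure D4:**
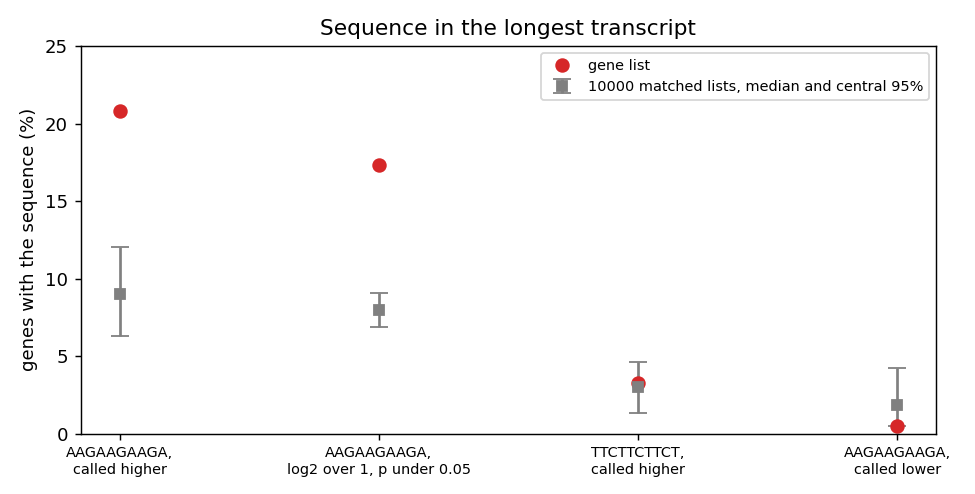
Share of genes (y axis, %) whose longest transcript holds the sequence named under each column, for the gene list (red) and for 10000 lists matched on transcript length and GC content (grey, median and central 95%). The GAA repeat lies above its matched lists for genes called higher (20.8% against 9.04%) and for genes past the threshold of the study (17.3% against 7.98%), and the control sequence and genes called lower do not.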

Values the study reported

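The study reported 2203 RNAs enriched in the ORC1 RIP over nuclear input, at a log2 fold change above 1 and a p value below 0.05. It described its larger set of ORC1-bound RNAs, from RIP-seq and iCLIP, as mRNAs for 87% of them. A sequence with tandem GAA repeats was reported in 82% of the RNAs found by RIP-seq of endogenous ORC1.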

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

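DESeq2 with the replicate block and the corrections for GC content and transcript length were chosen after the data were seen, as were leaving out each replicate for the feature correlations and each library for the GAA share and the share of structural RNAs, and the other alternatives were fixed beforehand.

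The numbers of genes past the adjusted threshold stayed within 1.5 times the reported 376 higher and 234 lower genes under both pseudocounts, no filter, the filter at 50, TMM and upper quartile scaling, edgeR with and without the replicate block, limma with the replicate block (433 and 191) and the GC correction without the block. They left that range with total count scaling (87 higher and 96 lower), DESeq2 on recovered reads and the authors' deposited table (1254 and 677 in each), limma without the intensity trend (143 and 96), DESeq2 with the replicate block (902 and 467), the GC correction with the replicate block (195 and 121), the GC and length correction (118 and 66), and the same with the replicate block (50 and 23). The cause of these differences was not tested, except that the corrections remove differences along GC content and length by construction. Leaving out 1 library each gave 6 to 1965 higher and 23 to 1053 lower genes. Of the 376 higher genes, 82 remained called with total count scaling, 375 in DESeq2, 320 with the replicate block and 109 after the GC and length correction, and without ORC1 IP replicate 2 all 376 remained. The share of higher calls moved from 61.6% to 47.5% with total count scaling and to 20.7% without input replicate 3. The pairing by replicate number rests on the labels.

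Genes past the threshold of the study numbered 1096 in the positive direction with total count scaling and otherwise stayed within 1.5 times of 1801 under the processing alternatives. Leaving out 1 library each gave 1100 to 2586 in the positive and 752 to 1628 in the negative direction.

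Of the 6 families, 5 kept their direction and their call in camera under all 18 processing alternatives and without each library, though the snoRNA median ran from -2.01 to -0.33 and the zinc finger median from 0.22 to 0.51 under the alternatives. The median of mitochondrial genes, which was not called, changed from -0.15 to 0.0134 with no filter, 1.05 in edgeR, 1.09 in DESeq2 and in the authors' deposited table, and 0.32 after the GC and length correction with or without the replicate block; without 1 library each it ran from -1.31 to 0.69, and it passed in camera without ORC1 IP replicate 2. The cause was not tested. Apart from fry for the zinc finger and the CEP and CENP families (adjusted p of 0.0915 each) and the count of RT-qPCR targets adjusted over the list alone (6), the replicate block without a GC or length correction changed no call of a family or a named gene in limma.

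RT-qPCR targets called higher over all genes numbered 4 to 7 under the processing alternatives and 3 to 7 without 1 library each. For the 33 named genes, 539 of 575 values under processing alternatives kept their direction and their side of the threshold, 17 lost the call and 16 gained it. The 3 that changed sign were ORC6 with total count scaling (-0.0251) and MALAT1 after the GC and length correction with or without the replicate block (-0.35 in both). With 1 library left out, 169 of 198 values were the same, 17 lost the call, 6 gained it and 6 changed sign. These were ORC2 without input replicate 1 or ORC1 IP replicate 1, MALAT1 without input replicate 3 or ORC1 IP replicate 2, and ORC1 and ORC6 without ORC1 IP replicate 1. With 1 library left out, ORC2 ran from -0.168 to 0.0740, MALAT1 from -0.559 to 1.17, ORC1 from -0.106 to 0.953 and ORC6 from -0.217 to 0.467. None of these genes was called in either fit.

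Correlations between replicates under the pseudocount of 5, the filter at 50 and the corrections were -0.0520 to -0.0216 for replicates 1 and 2, 0.538 to 0.629 for 1 and 3, and 0.313 to 0.372 for 2 and 3. Mean correlations with length, GC content and input level moved by less than the spread between replicates under each alternative. The mean for input level changed sign, from -0.0568 to 0.0665, without replicate 2. The GAA excess remained above matched lists in each alternative, from 2.19 percentage points for the 15-base sequence to 15.1 without matching, and from 10.1 to 50 with calls made without 1 library, the last resting on 6 genes. The fold change of NPIPB11, with an input mean near 0, moved from 5.08 to 2.48 between pseudocounts of 0.5 and 5. The difference in the share of counts of 7SL, 7SK, RMRP and RPPH1 ran from -5.28 to -4.38 percentage points without 1 library each.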

Other observations

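The tests on the splits by calls and by the threshold of the study, on the calls kept or lost after correction, on the GC trend, on transcripts over 2000 nt, on replicates 1 and 2 after correction, and on an exchange of input and IP in replicate 2 were chosen only after their results had been seen.

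The GAA share here was 17.3% of genes past the threshold of the study and 20.8% of genes called higher. Both are lower than the value quoted from the study above, and the definition of the sequence differs.

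Whether an arbitrary grouping of libraries can give the calls was tested with the 10 splits of the 6 libraries into 3 and 3, a test that cannot exclude chance by itself because the real split is always 1 of 10. The real split was the only 1 of 10 with as many genes at an adjusted p under 0.05 (610 in both directions; the others gave 0), the only 1 with as many genes past the threshold of the study (2999 against at most 1526), and the only 1 with as many RT-qPCR targets adjusted over the list alone (7 against 0). The 7 RT-qPCR targets were in the list of enriched RNAs that the study drew from the real split. Their count therefore favours that split in advance and does not bear on the question. Among the 4 splits that part all 3 pairs, the others gave 15, 1526 and 977 genes past the threshold of the study, each from 1 exchanged pair. The families behaved otherwise: 5 of the 10 splits gave at least as many families in camera with the preset correlation, the real one included, so that the camera calls on these families do not set ORC1 IP against input apart from arbitrary groupings. In simulated counts with no changed gene limma called 0 genes, but genes were drawn independently there, which genes of real libraries are not.

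A bias in GC content and transcript length between libraries was weighed as a source of the calls. After removing both trends from each library, 163 of the 578 called genes with a length and GC content stayed past the threshold in the same direction, which argues against the bias as the whole cause for those genes, and in the fit with the replicate block 73 of 592 did. For the 415 that lost the call, bias and binding cannot be told apart, because a protein that preferred long, AT-rich RNAs would leave the same trend. The GC trend itself is a candidate for a technical source, since an input differed from the other inputs by a rho of -0.516, more than any IP differed from its input. Loss of short RNAs as the whole cause of the length trend is argued against by transcripts over 2000 nt, where the mean rho was 0.206 (0.153, 0.0791 and 0.387 in the 3 replicates). A gradual length bias, and a preference of ORC1 for long RNAs, remain open.

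Replicates 1 and 2, as numbered by the labels, shared no order of enrichment. Neither GC content and length nor low counts account for it: the rho was -0.0405 after correction and 0.0554 among 4592 genes with a mean of at least 1000. An exchange of input and IP in replicate 2 is argued against by the rho of 0.376 between replicates 2 and 3. With inputs 1 and 2 exchanged, the rho of replicates 1 and 2 was 0.298. That is above the 0.1 that would have argued against an exchange and below the 0.376 that would have fitted it. The 0.376 is the rho of replicates 2 and 3 under the pairing of the labels. Under the exchange, that rho fell to 0.216, below 0.298. The rho of replicates 1 and 3 rose from 0.526 to 0.768. A wrong number on these inputs and a real lack of a shared order therefore cannot be told apart. Input replicate 1 still correlated more with ORC1 IP replicate 2 after correction (0.944) than ORC1 IPs 1 and 3 did (0.902 and 0.917), though no more than with ORC1 IP replicate 3 (0.951), so GC content and length do not explain that likeness either. A weaker immunoprecipitation in replicate 2 and carry-over of RNA between libraries were not tested, and no biological explanation was tested, since the design gives none within a group.

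Several NPIP genes may rise together because their reads are shared. The median share of 50-base stretches found in other genes was 87.5% over 8 tested NPIP genes, 7 of which were called higher, with a median log2 fold change of 3.82. Sharing would explain the likeness of the copies, not why the family as a whole was higher in the ORC1 IP, which stays open.

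Small structural RNAs fell further than other short transcripts. Among transcripts of 400 nt or less, the median log2 fold change of 128 snRNA, snoRNA, scaRNA and misc_RNA genes was lower than that of 266 protein-coding, lncRNA and processed pseudogene transcripts by a difference of -1.85 (-1.81, -1.47 and -2.05 in the 3 replicates). This argues against a loss common to all genes with short annotated transcripts as the whole cause. The structural genes were shorter, with a median of 146.5 nt against 319 nt, so 94 of them were also compared with other transcripts within 10% of their length. They were lower by a difference of -1.81 (-1.53, -1.77 and -1.72 in the 3 replicates), which argues against annotated length alone as the whole cause for these genes. The 34 genes with fewer than 5 such transcripts were left out of this comparison. The length of the RNAs in the lysate was not measured. Reads of longer RNAs that overlap or resemble the comparison genes may have been counted there. A loss by the real length of the RNAs therefore remains open for all of these genes. The snoRNA median shrank to -0.33 after the correction for GC content and length, so a partial loss by length stays open for snoRNAs too. Whether the structural RNAs lack binding to ORC1 was not tested here. For highly expressed snoRNAs, the study reports many crosslinks to tagged ORC1 in its iCLIP. The lower values here therefore do not show that snoRNAs are unbound.

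The excess of the GAA repeat may reflect base composition in part. Of the 120 arrangements of 7 A and 3 G, 13 exceeded matched lists by a ratio as large as the repeat (2.29), and 119 had a ratio above 1, with a median of 1.77. The register AGAAGAAGAA had a ratio of 1.88 at rank 51, near that median, and the register GAAGAAGAAG was not tested. The 15-base repeat was in 2.74% of genes called higher against 0.548% in matched lists, a larger ratio that rests on 10 genes, and other arrangements of 15 bases were not tested. The result for 10 bases is consistent with a general richness in A and G of the transcripts called higher, beyond what matching on GC content removes; whether the repeat adds to it stays open.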
